A study of Homo sapiens with 6 samples. Its data were reported in "Ago2/CAV1 interaction potentiates metastasis via controlling Ago2 localization and miRNA action" (2024).

How the data were processed

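Small RNA was profiled in A549 cells, an established human lung cancer cell line, on GeneChip miRNA 4.0 arrays. Cells received the peptide P2 or the peptide P2S at 10 µM daily for 2 days, and total RNA was extracted with TRIzol and labelled with biotin. The 6 arrays form 2 groups of 3. The array is a single-color platform on which short probes are summarized into probe sets.

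The table deposited by the authors holds log2 signal values, with one value for each of 6631 probe sets on each array. Per the labels, the values are RMA signals. RMA, the robust multi-array average, corrects the background, normalizes the arrays to each other and summarizes the probes of a set on the log2 scale. Per the submitters' processing notes, the tools were Affymetrix Expression Console 1.3.1 and Partek. The role of Partek, the probe annotation and any further filter are not given in the sources used here. Values are given to 2 decimals. Detection p-values were not used here, so no probe set was called present or absent. RMA gives low probe sets a compressed scale near 0, and a fold at that level is a ratio of background estimates. The between-array step equalizes overall intensity, so a shift that affects all small RNAs alike would not be seen.

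The probe sets carry numeric identifiers. None of them matched the gene table used here, which left 0 identifiers with a name, a class or a genome position. The planned results for mature miRNAs were therefore computed over all 6631 probe sets together, as had been laid down for this case. The other 5 planned results require names and are not analysed here. They are the precursor hairpins, the snoRNAs, the balance of the arms of a hairpin, the lists of miRNA families, and the miRNAs that the study writes about (such as miR-3613-3p and miR-6126).

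Groups were taken from the treatment label, with which the source name agreed for all 6 arrays. The titles exchange the peptides of both arrays of replicate 2, and the description of P2 replicate 3 names P2S. Regrouping by titles and by descriptions was therefore computed as an alternative. The labels do not say whether replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical. No arrays held identical values.

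Differences were tested with limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes on the deposited log2 values with the group as the only term. Tests were two-sided, and p-values were adjusted with the Benjamini-Hochberg method over all probe sets. A probe set was called at an adjusted p under 0.05. Probe sets with an unadjusted p under 0.05 and a fold over 1.5, the thresholds in the study's legend, were also counted. A fold is 2 to the power of the difference of mean log2 values. Bright probe sets are those with a mean log2 signal of at least 4 over the 6 arrays, a limit chosen after the data were seen. Agreement between arrays was measured with Pearson's correlation across probe sets, which are not independent replicates. For single values an exact permutation test over the 10 splits of the arrays into 3 and 3 was used, with a smallest two-sided p of 0.1.

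The rule for named features, fixed before the data were examined, takes the largest differences among called probe sets and then those past the study's thresholds in order of unadjusted p. Because the identifiers have no names, it was stopped at 2 probe sets in each direction. Alternatives were the replicate number as a block, the other label readings, leaving out each array or both arrays of replicate 2, median centring, quantile normalization, filters on dim probe sets, a trended and robust variance, and the methods' t-test. The order of deposit as a block, the first 3 and the last 3 arrays alone, the omission of 2 arrays that stood apart and the limit on brightness were added after the data were seen. Centring on snoRNAs was not run.

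The test was tested on simulated data with the means and spreads of the 6631 probe sets, independent arrays and 200 changed probe sets, in 10 simulations. At an adjusted p under 0.05 it recovered 57.3% of 2-fold and 91.0% of 4-fold changes, with a mean of 7.4 false calls. These shares hold for 200 changed probe sets and independent arrays. Recovery after adjustment is lower where fewer probe sets change, so they do not give the power of the test in the data. A mean of 122 unchanged probe sets passed the study's thresholds in these simulations, which took the estimated spreads as true. Precision is limited by the number of arrays. The 95% confidence interval of a difference extended by a median of 0.46 to either side on the log2 scale over all probe sets and by 0.50 over bright ones.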

Results

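To examine small RNA levels when Ago2/CAV1 interaction is blocked, A549 lung cancer cells treated with P2 peptides were compared with cells treated with P2S peptides on miRNA arrays. Ago2 is the Argonaute protein that carries miRNAs in the RNA-induced silencing complex, and CAV1 (Caveolin-1) is a scaffold protein of the plasma membrane. P2 is a cell-permeable peptide designed from the part of Ago2 that binds CAV1. P2S holds the same sequence scrambled and served as the control. Both peptides were given at 10 µM daily for 2 days, and each group had 3 arrays.

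Of 6631 probe sets on the array, most lay near background in A549 cells. The mean log2 signal was below 1 in 5462 probe sets (82.4%) and at least 4 in 505 probe sets (7.62%), which are called bright here. Only 69 probe sets reached a mean of 10 or more. Median signals per array were between 0.24 (P2S replicate 2) and 0.36 (P2S replicate 3), and P2-treated cells gave medians of 0.31 to 0.32. On every array at least 502 probe sets reached a signal of 4.

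No probe set differed between P2- and P2S-treated A549 cells beyond the spread between replicates once limma p-values were adjusted. Of these tests, 0 of 6631 were called (smallest adjusted p = 0.110) and 291 had an unadjusted p under 0.05, where chance alone gives about 332. The methods' t-test, which does not share variance between probe sets, called 2 after adjustment and 276 before it. Both of its calls were dim and had pooled SDs of 0.033 or less, and their limma adjusted p was 0.982. The 2 probe sets with the smallest limma p-values were both higher in P2-treated cells, by 4.66-fold and 2.27-fold. In bright probe sets the difference exceeded 1.5-fold in 21 of 505. The 95% confidence interval excluded a change of 2-fold or more in 408 of the 505 bright probe sets (80.8%) and a change of 1.5-fold or more in 201.

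At the thresholds in the study's legend, 112 probe sets differed, of which 82 were higher and 30 were lower in P2-treated cells. With the p-values of the methods' t-test the number was 53, with 42 higher and 11 lower. After quantile normalization the limma numbers were 66 higher and 45 lower, and with the groups as the descriptions state them 74 higher and 69 lower. Of the 112 probe sets, 99 (88.4%) were not bright, with 73 higher and 26 lower. The 13 bright ones comprised 9 higher and 4 lower. In simulated arrays a mean of 122 probe sets without any difference passed these thresholds. The observed number depended on single arrays, with 218 probe sets past the thresholds without P2 replicate 1 and 213 without P2S replicate 3.

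**Figure D1:**
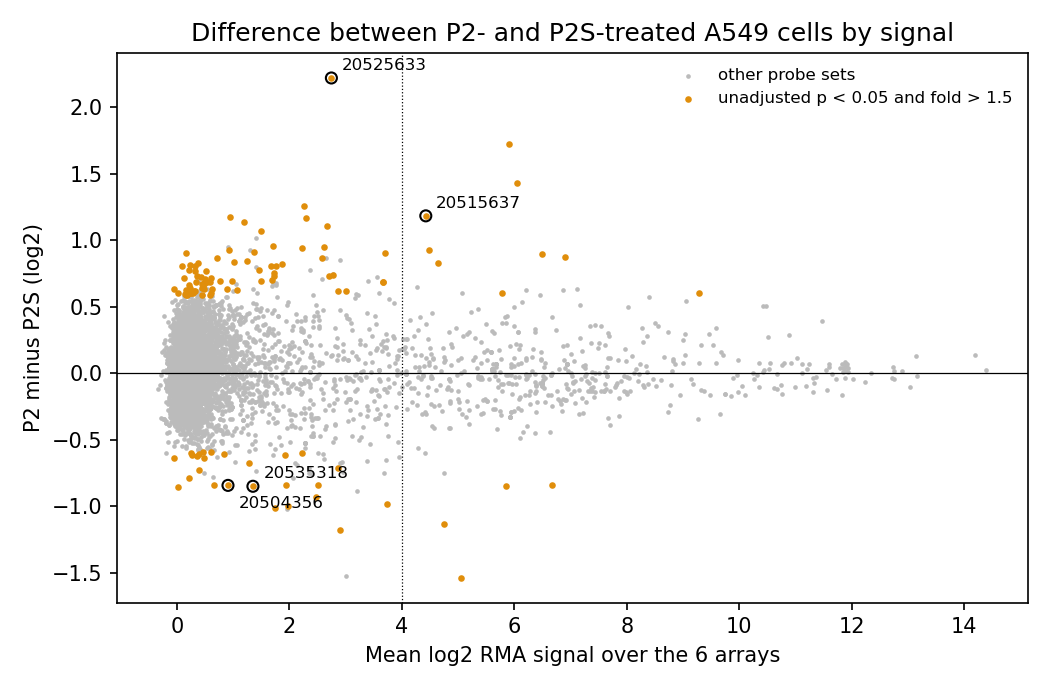
Difference between P2- and P2S-treated A549 cells (log2, P2 minus P2S) against the mean log2 RMA signal over the 6 arrays, one point per probe set. Orange points mark the 112 probe sets with an unadjusted p under 0.05 and a fold over 1.5, the dotted line marks the signal of 4 that defines bright probe sets, and the circled points are the 4 probe sets described in the text; most orange points lie left of the line.

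Probe set 20525633 showed the smallest p-value. Its log2 signal was 3.86 ± 0.20 (SD, n = 3) in P2-treated cells and 1.64 ± 0.50 (SD, n = 3) in P2S-treated cells. The difference of 2.22 (SE 0.26) corresponds to 4.66-fold higher signal, with a 95% confidence interval from 1.63 to 2.81 on the log2 scale and a limma adjusted p of 0.110. The values of the P2 arrays were 3.73, 4.09 and 3.75, all above the highest P2S array (1.99). Probe set 20515637 was brighter, with 5.02 ± 0.14 (SD, n = 3) in P2-treated cells and 3.83 ± 0.18 (SD, n = 3) in P2S-treated cells. Its difference of 1.18 (SE 0.17) corresponds to 2.27-fold, with a limma adjusted p of 0.311.

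The lower signals with the smallest p-values were both dim. Probe set 20504356 gave 0.49 ± 0.20 in P2-treated cells and 1.33 ± 0.23 in P2S-treated cells (SD, n = 3 each), a difference of -0.84 (SE 0.19). Probe set 20535318 gave 0.93 ± 0.29 in P2-treated cells and 1.78 ± 0.19 in P2S-treated cells (SD, n = 3 each), a difference of -0.85 (SE 0.20). The limma adjusted p was 0.982 for both. In all 4 probe sets the groups did not overlap, which gives an exact permutation p of 0.1, the smallest that 3 arrays against 3 allow. Over the whole table the groups did not overlap in 562 probe sets (8.48%), and in 25 bright probe sets (4.95%), where chance gives 10%.

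**Figure D2:**
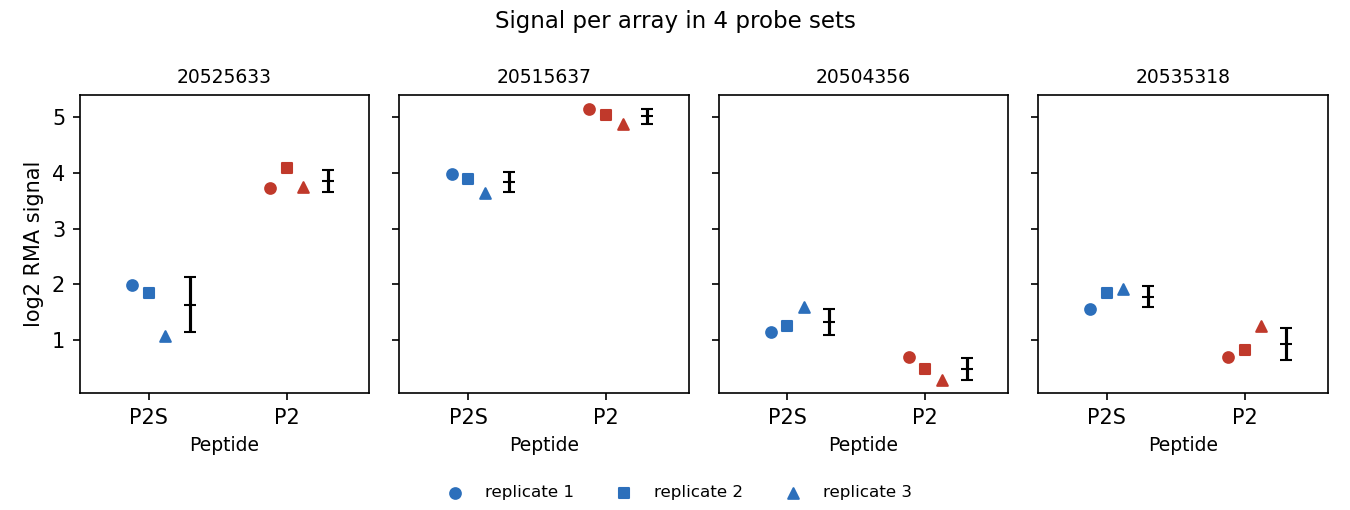
Log2 RMA signal of each array in the 4 probe sets with the smallest p-values in either direction, for P2S-treated (blue) and P2-treated (red) A549 cells, with symbols for the replicate number. Black bars are the mean ± SD of 3 arrays; the 3 arrays of one peptide lie apart from those of the other in each probe set, and both probe sets with lower signal in P2-treated cells stay below 2.

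The size of all 4 differences depended on how the labels were read. With the groups as the titles state them, the difference was 0.73 for 20525633, 0.42 for 20515637, -0.32 for 20504356 and -0.17 for 20535318. These probe sets were picked under the treatment label and their groups did not overlap. An exchange of arrays between the groups therefore shrinks each difference, whichever labels are right. The descriptions move only P2 replicate 3 to P2S, which is not an exchange. With the groups as the descriptions state them, the difference was 1.745 for 20525633, 0.9975 for 20515637, -0.485 for 20504356 and -0.88 for 20535318. The last was slightly larger in size than under the treatment label (-0.85). No probe set was called after adjustment under either reading of the labels.

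On average, arrays of the same peptide did not resemble each other more than arrays of different peptides. Across bright probe sets the mean correlation was 0.971 within groups and 0.974 between groups. The difference was -0.00254, and 5 of the 10 splits of the arrays gave one as high (exact permutation p = 0.5, one-sided). P2 replicate 1 correlated with P2S replicate 1 at r = 0.992 and with P2 replicate 2 at r = 0.955. P2S replicate 3 correlated with P2 replicate 2 at r = 0.983 and with P2S replicate 1 at r = 0.961. Some pairs of the same peptide were also close, with r = 0.992 for P2S replicates 1 and 2 and r = 0.982 for P2 replicates 1 and 3. The first principal component of the bright probe sets held 66.2% of the variance. P2S replicates 1 and 2 and P2 replicate 1 lay at one end (-5.84, -5.70 and -5.69), P2S replicate 3 and P2 replicate 2 at the other (7.19 and 9.60), and P2 replicate 3 between them (0.45). P2 replicate 3, the last array in the order of deposit, correlated at 0.980 to 0.982 with the first 3 arrays, at 0.980 with P2S replicate 3 and at 0.974 with P2 replicate 2. In the order of deposit the first 3 arrays thus lay together, and the last 3 were spread out.

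Because both peptides occur among the first 3 and among the last 3 arrays, the peptides were also compared within each of these sets. With the set as a block, limma called 0 probe sets (smallest adjusted p = 0.057, the lowest of 0.057 to 0.964 over the limma alternatives with at least 2 arrays per group), and 160 passed the study's thresholds. In the first 3 arrays the differences were 1.81 for 20525633 and 1.21 for 20515637, and in the last 3 arrays they were 2.85 and 1.33. The differences were -0.51 and -1.21 for 20504356, and -1.01 and -0.88 for 20535318. Each set holds a single array of one peptide, which is assumed to vary like the others, so these differences are given without a test.

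**Figure D3:**
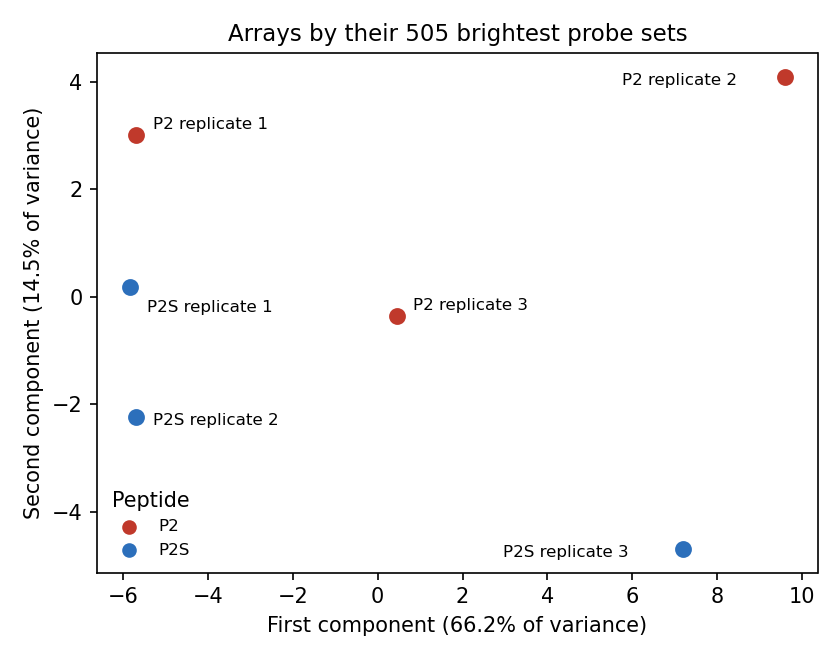
Positions of the 6 arrays on the first (66.2% of variance) and second (14.5%) principal components of the 505 bright probe sets, in units of log2 signal, with P2 in red and P2S in blue. The peptides are mixed along the first component, on which P2 replicate 1 lies beside P2S replicates 1 and 2.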

Values the study reported

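For the arrays of P2- and P2S-treated A549 cells, the study displayed miRNAs with an average ratio between the groups above 1.5 and P below 0.05, lower or higher with P2. It described miR-3613-3p as decreased by P2 on the arrays and by qPCR in 5 biological replicates, and measured miR-6126 by qPCR in 3. Its appendix also gave qPCR of the miRNAs most lowered and most raised by P2, to verify the array result. From further arrays, the study listed miRNAs that changed likewise in A549 cells with Ago2 deleted or substituted in the part that binds CAV1. In A549 cells that held only Ago2 altered in this way, it also described miR-3613-3p as decreased by qPCR.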

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

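The order of deposit, the omission of P2 replicate 2 with P2S replicate 3 and the limit of 4 on mean signal were chosen after the results were seen. The absence of limma calls held in all 18 limma alternatives with at least 2 arrays per group (smallest adjusted p 0.057 to 0.964). When 1 array was left out, the smallest limma adjusted p was 0.081 to 0.964 (0 to 0 calls). Fewer arrays give less power, so 0 calls there are weak evidence of stability. The first and last 3 arrays in the order of deposit gave 0 and 3 calls, but with 2 arrays against 1 and 1 residual degree of freedom they show little either way. The methods' t-test called 2 probe sets. The number past the study's thresholds (112) stayed within 1.5 times in 13 of 21 alternatives. It was 49 among the 1662 brightest probe sets and 10 at a mean signal of at least 4, where fewer were tested, and 53 with the methods' t-test, which shares no variance between probe sets. It was 208 and 254 in the first and last 3 arrays alone and 172 without P2 replicate 2 and P2S replicate 3, with fewer arrays. Omission of 1 array gave 106 to 218, the highest without P2 replicate 1, and 213 without P2S replicate 3. Without P2 replicate 1, the P2 arrays left were all among the last 3 in the order of deposit. Without P2S replicate 3, the P2S arrays left were all among the first 3. Whether this caused the higher numbers was not tested. Grouping by titles gave 151, of which 4 were among the 112, and by descriptions 143, of which 34 were. The 4 named probe sets kept their direction in each alternative that tested them. Their groups did not overlap, so omission of arrays, filters, blocks and other tests could not turn it. For those alternatives the direction is therefore no evidence of stability. Correlation within minus between groups ranged from -0.0061 to 0.0034, less than the spread between pairs of arrays. Replicate numbers did not clearly pair the samples: deviations from group means correlated at 0.24, -0.20 and -0.0020. Only in replicate 1 did each array correlate best with its own number in the other group. These values do not decide whether the replicates were paired. With the replicate block, 0 were called and 128 passed the thresholds. The 5 results that need names and centring on snoRNAs were not run. Signal near background limits the folds of probe sets that are not bright.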

Other observations

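Among the tests in this part, those of scale and of median centring were laid down before their results were seen, and the others afterwards. The largest contrast in the data was not between the peptides. Comparing the last 3 arrays in the order of deposit (P2 replicate 2, P2S replicate 3 and P2 replicate 3) with the first 3 gave 38 called probe sets in limma (smallest adjusted p = 0.0047), 18 higher and 20 lower in the last 3, with a median size of 1.47 on the log2 scale. The peptides gave 0 calls. At the study's thresholds the split by order gave 395 probe sets and the peptides 112. With 10 splits of the arrays no share under 0.05 can be reached. For the 0 calls all 10 splits gave as many (highest other 38). No split can give fewer than 0, so this outcome was fixed in advance and tests nothing. For the 112, 5 splits gave as many (highest other 395). The split by order is the highest of the 10. Its count may reflect a structure of the samples other than the peptide but is no test of one. In the bright probe sets P2 replicate 3 did not clearly follow this split. It correlated at 0.980 to 0.982 with the first 3 arrays, at 0.980 with P2S replicate 3 and at 0.974 with P2 replicate 2. A grouping of P2 replicate 2 and P2S replicate 3 against the rest was not tested.

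A difference of scale or distribution left in the deposited values is argued against as the whole cause of the split by order. After quantile normalization 36 probe sets were still called for it. RMA had already normalized the arrays to each other, so this covers only differences that remained after RMA. The grouping by titles gave 0 calls, but it runs across the split by its design, so this does not decide whether the replicate 2 arrays were exchanged. Noise near background does not account for the split in the bright probe sets, 37.2% of which parted without overlap across the split (188 of 505), where the next highest split gave 72. This split was also the one that the other probe sets alone picked (807 without overlap, next highest 537). For a split picked on other probe sets chance gives 10%, if no arrays stand apart as a pair. Splits with 72, 63 and 54 bright probe sets without overlap also keep P2 replicate 2 with P2S replicate 3. The 37.2% therefore does not tell the split by order from this pair standing apart. Of the 38 calls, 13 (34.2%) were bright, against 7.62% of all probe sets, so noise near background does not account for these 13. The share itself does not test noise, because dim probe sets have a compressed scale and may rarely reach a call. For the 25 called probe sets that were not bright, noise near background stays open. A processing batch may lie behind the split (median of 0 calls over the other 9 splits), but it cannot be told apart from a difference in culture because the labels give no batch or date. The study describes a miRNA as lower with P2 on its arrays and by qPCR alike. That miRNA is not located here, so this does not decide whether further array labels were exchanged.

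The excess of higher over lower probe sets in P2-treated cells, 73.2% of those past the study's thresholds, was examined as a second pattern. The share varied with the setting. It was 51.7% with the groups as the descriptions state them, 58.3% in the last 3 arrays, and 59.2% without P2S replicate 2 to 82.1% without P2 replicate 2. At a mean signal of at least 4, 6 were higher and 4 lower. After median centring the share was 72.0%, but centring moved the median difference only from 0.027 to 0.017, less than a test of the level of the arrays needs, so a difference in their background level stays open. The shape of the arrays' distributions may account for much of it, since the share was 59.5% after quantile normalization. Another split of the same arrays gave 76.9% in one direction, so an imbalance of this size also occurs in a split that does not follow the peptides. A biological effect of P2 was not tested apart from these.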
